A study of Mus musculus with 6 samples. Its data were reported in "Runx2 and Runx3 differentially regulate articular chondrocytes during surgically induced osteoarthritis development" (2022).

How the data were processed

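Chromatin immunoprecipitation with sequencing (ChIP-seq) was done by the authors on primary chondrocytes of 5-day-old mice that carry a FLAG tag on the Runx2 protein, so that an anti-FLAG antibody recovers the DNA that Runx2 occupies. The labels give 6 libraries in 6 groups of 1 library each: anti-FLAG, control IgG and input DNA, from normal culture and from culture with interleukin-1β (IL-1β), an inflammatory cytokine. The labels state the IL-1β dose as 1 ng per µL, while the study's methods give the same number per mL, and the dose has no part in any value here.

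Per the submitters' processing notes, reads were aligned to the mouse genome mm9 with Bowtie2 2.2.2. The authors called peaks with CisGenome from the anti-FLAG library against the input library of the same condition, 1 call per condition, and added the nearest RefSeq transcript to each peak. The 2 deposited lists hold 1000 numbered windows each, every window 100 bp wide, with its chromosome, start and end, and with the name, strand and exon positions of 1 transcript. Deposited peak scores, fold enrichments, false discovery rates and read counts are not in these lists, so the depth behind each window is unknown and no depth correction was made. The numbering was taken as the authors' order of peaks, and ranks were used only within a list. Since each list is the upper part of a longer set of called peaks, a window found in 1 list here may still have been called further down in the other condition. The IgG libraries were not used here. Coordinates are mm9 as the lists give them, and whether they count from 0 or from 1 is not stated.

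Windows were called shared when they overlapped by at least 1 bp, counted with bedtools 2.31.1 and again in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Chance overlap was taken from 1000 random placements of 1 list, each window kept on its chromosome and outside assembly gaps. Shares carry Wilson 95% binomial intervals and differences between shares carry Newcombe 95% intervals (statsmodels 0.14.6), which cover counting error only. Distances run from the window centre to the transcription start site (TSS) of the deposited transcript. Every window was also assigned anew to the nearest of 22232 protein-coding genes of GENCODE M1, an annotation of the same genome build, by the distance to the gene body, and its distance to the nearest protein-coding TSS and its place in an exon, untranslated region (UTR) or intron were read from the same annotation. Gene symbols were matched through a RefSeq gene table of GRCm38.p6, used for names only, with 21900 protein-coding genes. It held 901 of the 912 nearest genes of the normal-culture list and 884 of the 893 of the IL-1β list.

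Gene lists were fixed before the data were examined: cartilage matrix, collagen fibril organisation, hypertrophy and bone, chondrocyte and Runx transcription factors, matrix proteases with their inhibitors and hyaluronan enzymes, the IL-1 and NF-κB response, cell cycle, apoptosis and survival, TGF-β, Wnt, Hedgehog and FGF signalling, markers of skeletal muscle, of macrophages and leukocytes, of endothelium, of adipocytes and of fibroblasts, perichondrium and synovium, ribosomal proteins, olfactory receptors, and the 16 loci the study discusses. The number of members among the nearest genes was compared with 10000 random lists of the same size, and a list was called above chance when more than 97.5% of random lists had fewer. The median best rank of the members found was compared with 10000 random lists drawn from the nearest genes of the same condition, matched on the number of windows per gene. These percentiles describe 2 libraries and are not tests of the conditions. Because genes with long surrounding sequence collect more windows, random lists matched on the stretch of genome nearest to each gene were added after the data were seen.

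The genes named follow a rule fixed before the data were examined: all study loci, the nearest genes of the 10 highest-ranked windows of each list, those of the 5 highest-ranked windows not shared, up to 4 members per gene list and condition with the best ranks, the 5 genes with the most windows, and up to 5 members per gene list with a window in 1 condition only. Genes found only by the GENCODE M1 assignment, and other members named with it, were chosen after their values were seen. The text does not name every gene that the rule takes. A pair of ranks for a gene gives its best rank in each list, which need not be at the same site.

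Sequence was read from the mm9 assembly with pysam 0.24.0. The Runx motif TGYGGT (Y is C or T) and 13 other consensus motifs were searched on both strands of each window and of 100 bp windows at 1000 bp to each side, called flanks. A window was called multi-copy when the median number of exact genome copies of its 32 bp words, on both strands, was above 1 (numba 0.67.0). The computations were tested on simulated data. Of 300 windows planted as shared among 1000, all 300 were recovered, and all 400 planted motifs were found. Of lists with 10-fold more hits among 21900 genes, 100% passed, against 3% of unchanged lists. For ranks among 900 genes, 0% of random lists fell below the bound of 2.5%, and 100% of lists drawn from the best-ranked genes did. Figures were drawn with matplotlib 3.10.9. Alternatives covered the overlap rule, the number of windows, promoter windows, the distance over which a nearest gene counts, the source of the nearest gene, the matching of random lists and multi-copy windows.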

Results

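Runx2 is a transcription factor that drives cartilage hypertrophy and bone formation, and the study asked where it sits in chondrocytes in normal culture and under the inflammatory cytokine IL-1β. Windows of Runx2 occupancy were compared between the 2 anti-FLAG libraries, 1 per condition, through lists of 1000 windows of 100 bp each. With 1 library per condition no value has a replicate error, and every difference below is between these 2 libraries.

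The highest-ranked Runx2 windows were common to both conditions. The highest-ranked window of each list was the same promoter, shared by Ccdc77 and the histone demethylase gene Kdm5a (chromosome 6, 120314211 to 120314311 in normal culture), 0.113 kb from the nearest TSS. In normal culture the windows that followed included those near Gpx6, Dpm1, Gabpb1, Znrd1, Myl4, Fpgs, Calm2 (calmodulin) and Uaca. In IL-1β it was followed by windows near Ppp1r11, 1810044A24Rik, Picalm, Pmp22, Uaca, Plxnd1, Gpx6, Ube2f and Bank1. All of the 10 highest-ranked windows of each list overlapped a window of the other list. Xylt1, whose enzyme starts glycosaminoglycan chains on proteoglycans, had 4 windows in each list, including a pair in intron 2 at ranks 108 and 125 in normal culture and 71 and 89 in IL-1β.

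Across the lists, 551 of 1000 windows overlapped (55.1%, 95% interval 52.0 to 58.2%), while random placements shared 0.084 windows on average and at most 2. The shared portion fell along the ranks. Both lists end at 1000 windows, so a low-ranked window can drop out of the other list with a small change of order. The fall therefore does not show that low-ranked sites are particular to a condition. In normal culture 92% of windows 1 to 100 were shared (85.0 to 95.9%) and 22% of windows 901 to 1000 (15 to 31.1%), and in IL-1β the same portions were 93% (86.3 to 96.6%) and 24% (16.7 to 33.2%).

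**Figure D1:**
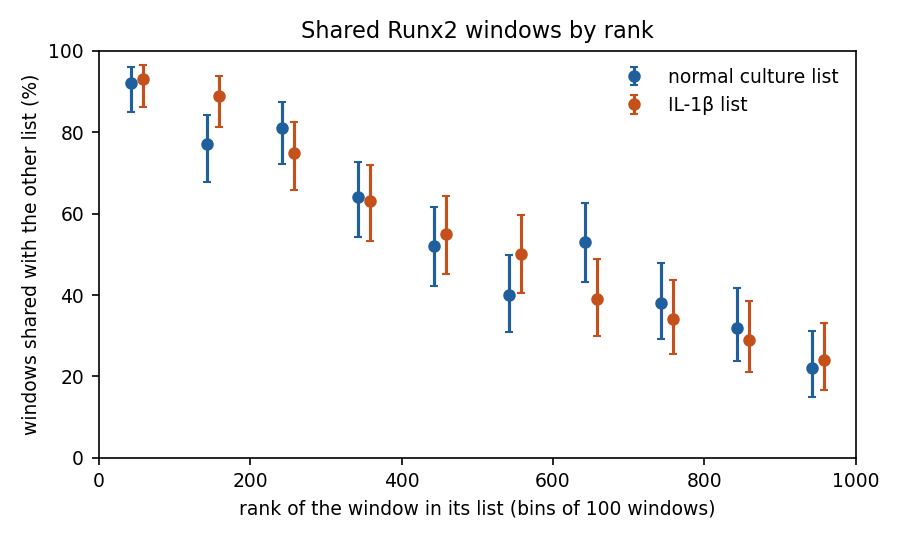
Share of windows (%) that overlap a window of the other list, against rank in bins of 100 windows, for the normal-culture and the IL-1β list. Points are shares of 100 windows and bars are Wilson 95% intervals. The share falls from 92% to 22% in normal culture and from 93% to 24% in IL-1β. Both lists are cut at the same number of windows, which lowers the share at low ranks.

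Among the highest-ranked windows not shared, normal culture had one at rank 53, 20.8 kb upstream of Prelp, which encodes a leucine-rich proteoglycan of cartilage (chromosome 1, 135838668 to 135838768). The others in that list lay near Ndufa8 (rank 27), Zar1 (rank 54, at the Nfxl1 promoter), Nenf (rank 69) and Rasgrp1 (rank 82). In the IL-1β list they lay near Alkbh8 (ranks 25, 44 and 50), 1200004M23Rik (rank 29) and Stk4 (rank 41). The Alkbh8 windows were 8 in all, the most for any gene, and 7 of them were multi-copy sequence. Next to Xylt1 with 4, the genes with the most windows were D0H4S114, Irs1, Tfb1m, Mid1 and Wwp2 with 3 each in normal culture. In IL-1β they were, after Alkbh8, Tiam2 with 5 and Tns3, Tle4 and Xylt1 with 4 each. D0H4S114, Irs1, Mid1 and Wwp2 had windows in both lists, and the sites given to Tfb1m in normal culture at ranks 158 and 284 were given to Tiam2 in IL-1β at ranks 177 and 485.

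Nearest genes of the 2 conditions overlapped widely. The lists named 912 genes in normal culture and 893 in IL-1β, of which 473 were common. The reference table held 901 and 884 of them with 468 in common, while 36.4 would be common to independent draws from its 21900 genes. The same site was often given to different genes, as with the window 62.9 kb upstream of Acan (aggrecan, the main cartilage proteoglycan), which the normal-culture list gave to Isg20 at rank 250 and the IL-1β list to Acan at rank 212. Of 596 sites whose centres lay within 200 bp of each other, 128 carried different genes (21.5%). By distance to the transcript body the gene of the normal-culture list was the farther one at all 128. No IL-1β window had a closer transcript by that distance, so this outcome was all but fixed. By distance to the transcript end no normal-culture window had a closer one, so neither distance shows which list is at fault. Other such sites were at the Adnp promoter (given to Dpm1 at rank 3 in normal culture) and in Itgb3 intron 1 (given to Myl4 at rank 7). With nearest genes taken anew from GENCODE M1, 917 and 906 genes were named and 580 were common. Counts of genes per list and distances to a TSS are therefore given from both sources.

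**Figure D2:**
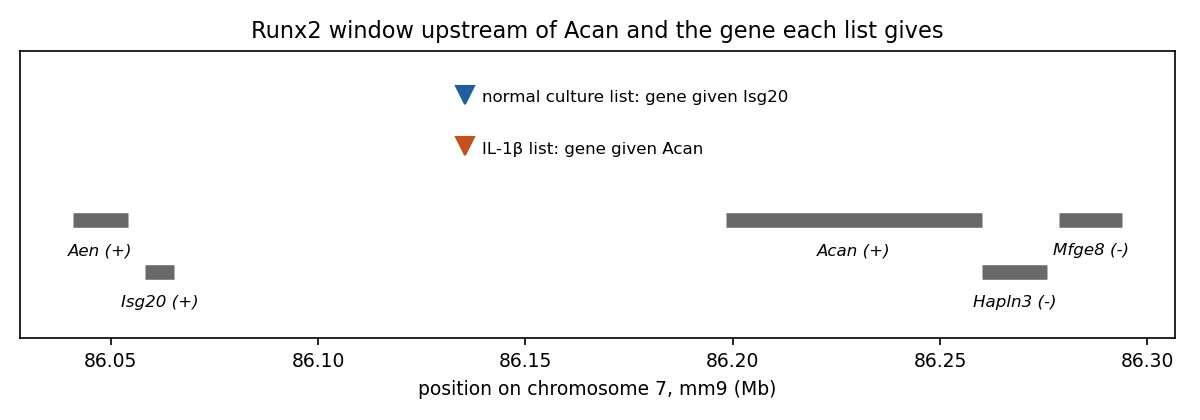
Map of chromosome 7 (mm9, Mb) around Acan, with protein-coding genes as bars, strand in brackets, and the Runx2 window of each list as a triangle. The windows of both lists lie at the same place, 62.9 kb upstream of Acan, and carry the gene Isg20 in the normal-culture list.

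Runx2 windows lay mostly away from promoters in both conditions. Promoter windows included those of the collagen-processing genes Loxl1 (0.13 kb upstream of the TSS in normal culture, rank 267) and Serpinh1 (0.082 kb upstream, rank 391), and of Calm2. By the deposited transcripts, 14.9% of windows in normal culture (12.8 to 17.2%) and 17.5% in IL-1β (15.3 to 19.98%) lay within 500 bp of a TSS, 21.9% and 27.6% within 5 kb, and 54.8% and 59.5% within 50 kb. By the nearest GENCODE M1 TSS the order was the opposite: 27.2% (24.5 to 30.0%) in normal culture and 21.1% (18.7 to 23.7%) in IL-1β lay within 500 bp, higher in normal culture by 6.1 percentage points (2.35 to 9.83). By the deposited transcripts the share was higher in IL-1β by 2.6 points (−0.633 to 5.83). The order also turned farther out: the deposited shares were higher in IL-1β by 5.7 points within 5 kb (1.92 to 9.46) and 4.7 within 50 kb (0.363 to 9.01), while the GENCODE M1 shares were 38.3% and 34.2% within 5 kb and 74.6% and 73.2% within 50 kb, higher in normal culture by 4.1 (−0.113 to 8.29) and 1.4 points (−2.45 to 5.24). Among the transcripts of both lists, 17.4% of normal-culture windows had a closer start than the one given, against 3.3% of IL-1β windows. The deposited shares of the 2 lists are thus not like measures, and their differences cannot be read as a difference in Runx2 position. Of the mm9 sequence, 1.22% lies within 500 bp of a GENCODE M1 TSS. Within 500 bp of a TSS, 127 of 272 windows of normal culture (46.7%, 40.8 to 52.6%) and 127 of 211 of IL-1β (60.2%, 53.5 to 66.6%) were shared. In normal culture 565 window centres were intergenic, 325 in introns, 92 in UTRs and 18 in coding exons, and in IL-1β these counts were 541, 366, 72 and 21.

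**Figure D3:**
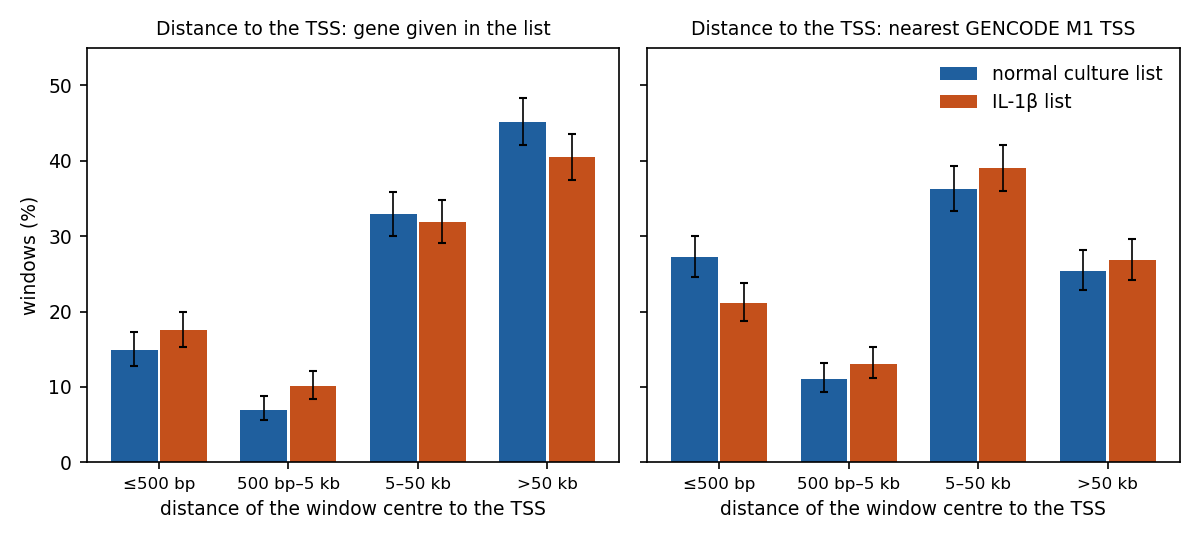
Share of windows (%) by distance to the TSS of the transcript given in the list (left) and to the nearest GENCODE M1 TSS (right), for the normal-culture and the IL-1β list of 1000 windows each. Bars start at 0 and whiskers are Wilson 95% intervals; the share within 500 bp is higher in IL-1β on the left and higher in normal culture on the right.

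Genes of the cartilage matrix were among the nearest genes in both lists, and more of them in normal culture. Of 40 members, 9 were named in normal culture (random lists averaged 1.63, and 100% had fewer) and 5 in IL-1β (1.61, 97.8% had fewer). The GENCODE M1 counts were also 9 and 5. Counted by distance to the transcript body, only 2 members in IL-1β had a window within 50 kb (61.2% of random lists had fewer), against all 9 in normal culture. With random lists matched on gene territory the IL-1β count of 5 lay at 95.9%, so it is above chance by some of these measures only. By GENCODE M1 Acan, Col11a1 (ranks 614 in normal culture and 644 in IL-1β), Col27a1 (358 and 650) and Col6a3 (277 and 382) were in both. Prelp, Col2a1 (type II collagen, rank 398), Col9a1 (615), Comp (859) and Col9a2 (943) were in the 1000 windows of normal culture alone, and Matn1 (918) in those of IL-1β alone. Deposited genes of this group also included Cilp (932, at the Clpx promoter) in normal culture and Fn1 (624 and 889) in both. The Fn1 window at rank 889 was not shared, so the Fn1 ranks belong to different sites. The difference of 9 against 5 members has no replicate check.

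Collagen fibril genes were above chance in both conditions. The study had already reported collagen fibril organisation as an enriched term of its Runx2 peaks from these libraries, so this group is not independent evidence. Of 50 members, 9 were named in normal culture (random mean 2.08, 99.95% fewer) and 11 in IL-1β (2.04, 100% fewer), and by GENCODE M1 11 in each. Loxl1 (ranks 267 and 377), the collagen chaperone gene Serpinh1 (391 and 681), Col5a3 (630 and 555) and the collagen receptor gene Ddr2 (526 and 890) were in both. The Ddr2 window at rank 526 was not shared, so the Ddr2 ranks belong to different sites. Col5a1 (651), Scx (806) and Col12a1 (948) were named in normal culture alone. Tgfb2 (450), Col3a1 (594), Loxl2 (808) and Lox (983) were named in IL-1β alone. Anxa2 (134) and Tnxb (374) were named in the IL-1β list, and their windows were shared with normal culture at ranks 161 and 251.

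Hypertrophy and bone genes, and chondrocyte transcription factors, were also above chance in each list. Of 39 hypertrophy and bone genes 6 were named in each (99.48% and 99.56% of random lists had fewer), and by GENCODE M1 7 and 6. Within 50 kb of the transcript body 3 and 4 were left (86.9% and 96.3%). Smpd3, a sphingomyelinase gene needed for skeletal mineralisation, had ranks 131 and 59, Dlx6 244 and 261, the parathyroid hormone receptor gene Pth1r 532 and 271, and Spp1 (osteopontin) 557 and 938. Bmp4 (247) and Bmp2 (941) were named in normal culture alone, the former at a shared window 397 kb from its TSS, and Bmp6 (470) and Tnfsf11 (996) in IL-1β alone. By GENCODE M1 Bmp6 was in both. Of 43 transcription factors 10 were named in each, with 100% of random lists below, and 9 in each by GENCODE M1. Gli2, a Hedgehog effector, had best ranks 168 and 188 at different sites. The former window was not shared, and the latter was shared with normal culture at rank 264. Nfib (350) and Sox6 (379) were named in IL-1β alone, and Gli3 (951) and Klf2 (712) in normal culture alone, the Klf2 window being multi-copy sequence.

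Signalling genes of the TGF-β, Wnt, Hedgehog and FGF pathways were above chance in both lists, with 11 of 67 members in normal culture (99.98% of random lists had fewer) and 9 in IL-1β (99.81%), and 13 and 8 by GENCODE M1. The BMP inhibitor gene Smad6 (ranks 217 and 282) and the BMP receptor gene Bmpr1b (263 and 442) were in both. Fgf1 (128), Fgf18 (315), Ptch1 (402), Wisp2 (408) and Wnt9a (783) were named in normal culture alone, of which the Ptch1 window lay 134 kb from its TSS at the Fancc promoter and the Wnt9a window was nearest to Wnt3a by GENCODE M1, while those named in IL-1β alone included Smo (440), Tgfb2 and Nog (820). With random lists matched on gene territory and GENCODE M1 genes, this group in IL-1β (92.0% of random lists fewer) was, like the cartilage matrix, no longer above 97.5%.

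**Figure D4:**
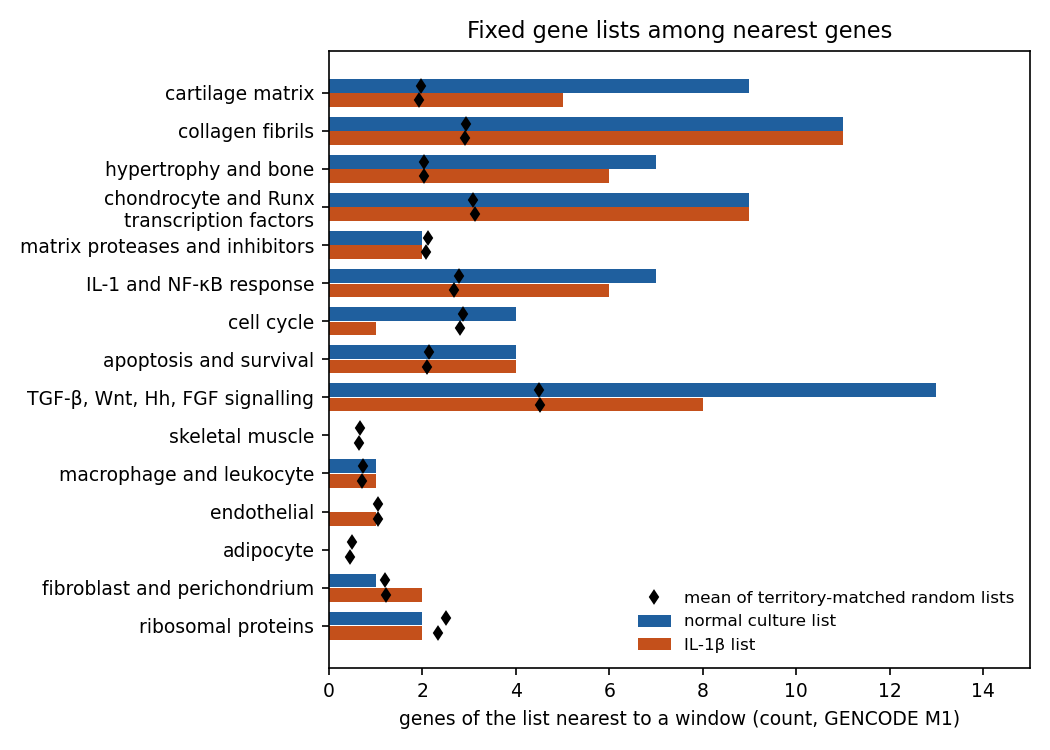
Number of genes of each fixed list nearest to a window (x axis, count, GENCODE M1 genes) for the normal-culture and the IL-1β list, with diamonds at the mean of random lists matched on gene territory. Cartilage matrix (9 and 5) and collagen fibril genes (11 and 11) lie above the diamonds, while matrix proteases lie at about them.

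Genes of the IL-1 and NF-κB response lay near the threshold, with 6 of 66 named in each list (94.74% and 94.95% of random lists had fewer), and by GENCODE M1 7 and 6 were (98.3% and 95.5%). Those in both were Csf1, encoding a macrophage growth factor, Bcl3, an NF-κB cofactor gene, and the chemokine gene Cx3cl1. Within the IL-1β list Csf1 held rank 47, Bcl3 84, Cx3cl1 115 and Nfkb2 118, and within the normal-culture list the first 3 held ranks 151, 472 and 609. The median best rank of the 6 members lay at 11.7% of the IL-1β list, and 0.33% of random lists had a lower one. In normal culture it lay at 61.7%, with 73.4% of random lists lower. The Nfkb2 site was also in normal culture, at rank 21. Gadd45b (625), Nfkb1 (917) and Lif (955) were named in normal culture alone, and Cebpb (570) and Cxcl12 (922) in IL-1β alone. Of 24 such rank comparisons over lists and conditions, 1 lay outside the middle 95% of random lists, while chance gives 1.2.

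Other groups stayed near chance. Matrix proteases and related genes were named 4 times in normal culture and 5 in IL-1β, of 46 (88.4% and 96.4% of random lists had fewer), and 2 times in each by GENCODE M1. They included the hyaluronan synthase gene Has1 (ranks 74 and 125, the latter window multi-copy), Tmem2 (344 and 286) and Timp2 (990 and 491, at the Usp36 promoter), and the nearest GENCODE M1 gene of the Has1 windows was Ncrna00085. Adamtsl1 (127) and Plaur (995) were named in IL-1β alone, the former at a window shared with normal culture at rank 245 and nearest to Sh3gl2 by GENCODE M1, and Has2 (914) in normal culture alone. Of 66 cell cycle genes 4 were named in normal culture and 2 in IL-1β (71.9% and 23.9%), and 4 and 1 by GENCODE M1 (73.7% and 7.53%), with Ccnd1 (cyclin D1) at ranks 165 and 67 and Smc3 at 732 and 384 (nearest to Rbm20 by GENCODE M1), and Rbl1 (379) and Chek2 (756) in normal culture alone. Of 44 apoptosis and survival genes 4 were named in each (89.7% and 89.9%), as by GENCODE M1. Pik3r1 held ranks 37 and 26, the pro-apoptotic gene Bbc3 395 and 288, and Bcl2 473 (nearest to Phlpp1 by GENCODE M1) and 532, while Fasl (417) was in normal culture alone. The Bcl2 ranks belong to different sites, shared with the other list at ranks 837 and 821.

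Markers of other cell types were at about chance among nearest genes. None of the 21 skeletal muscle or 15 adipocyte markers was named by either source, where random lists for normal culture averaged 0.868 and 0.628 and 41.5% and 52.4% of them held none either. The myeloid factor gene Sfpi1 (ranks 20 and 56, in a coding exon) was the 1 macrophage and leukocyte marker of 21, and 1 in each list was also found by GENCODE M1. Of 20 endothelial markers, Pecam1 (196) was named in normal culture and Emcn (769) in IL-1β, and by GENCODE M1 0 and 1 were found, since the Pecam1 window is at the Tex2 promoter and was shared with the IL-1β list at rank 336. Of 22 fibroblast, perichondrium and synovium markers, 3 were named in normal culture and 2 in IL-1β (94.1% and 78.0% of random lists had fewer), with Cdh11 (89 and 564) in both, and Thy1 and Scx in normal culture and Col3a1 in IL-1β alone. The Thy1 window (81) is at the Usp2 promoter and was shared with the IL-1β list at rank 79. By GENCODE M1 the order was the opposite, with 1 and 2 (41.1% and 78.9%). Ribosomal protein genes were named 5 and 4 times of 81 (76.0% and 57.9%), and 2 in each by GENCODE M1 (17.2% and 16.9%), led by Rpl18 (88 and 58). Olfactory receptor genes were below chance, named 2 and 3 times of 1110 by both sources, where random lists averaged 45.7 and 44.8, and 25.9 and 23.4 when matched on gene territory with GENCODE M1 genes.

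At the loci the study discusses, Runx2 occupied its relatives in both conditions. Of 16 loci 4 were named in normal culture and 6 in IL-1β, and 4 and 5 by GENCODE M1. A Runx3 window in intron 1 (chromosome 4, 134702776 to 134702876 in normal culture) had ranks 111 and 220, and a window at the Runx3 TSS had ranks 679 and 546. A Runx1 window in intron 5 (chromosome 16, 92654246 to 92654346) had ranks 160 and 361, and the IL-1β list also had a window 0.101 kb downstream of the Runx1 TSS (392) and one in intron 2 (945). A window 309 kb upstream of Sox9 had ranks 490 and 454, with Gm11678 as the nearest GENCODE M1 gene. The Col2a1 window lay 0.17 kb upstream of its TSS (chromosome 15, 97835195 to 97835295) in the normal-culture list, while the nearest IL-1β window was 248 kb from the gene, and neither list had a window inside Col2a1. Sox6 intron 5 (chromosome 7, 122837044 to 122837144, rank 379) and a site 66.5 kb upstream of Igf1 (chromosome 10, 87255212 to 87255312, rank 558) were in the IL-1β list alone. The other 9 study loci were nearest to no window by either source: Runx2, Mmp13, Mmp9, Prg4, Col10a1, Ibsp, Ihh, Sox5 and Wnt11. For Mmp13, the main collagenase of osteoarthritic cartilage, the closest window lay 7107 kb away in normal culture and 4237 kb in IL-1β. The latter is one of the windows given to Alkbh8, most of which are multi-copy sequence. The study described a Runx2 peak at Mmp13 that was smaller than it had expected. These lists hold only the upper part of the called peaks, so a locus without a window here may still have a called peak. The study chose the 16 loci in part from these libraries, so they are not independent evidence of Runx2 occupancy.

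The Runx motif TGYGGT was found in 63.3% of normal-culture windows (60.3 to 66.2%) and 8.1% of their flanks, and in 59.4% of IL-1β windows (56.3 to 62.4%) and 9.4% of their flanks. It was less frequent at promoters. Within 500 bp of a GENCODE M1 TSS 44.5% of windows in normal culture (38.7 to 50.4%) and 43.6% in IL-1β (37.1 to 50.3%) had it, while farther away 70.3% (66.9 to 73.5%) and 63.6% (60.2 to 66.9%) did. The windows at Acan, Csf1, Bcl3, Cx3cl1, Smpd3 and Dlx6 held the motif in both lists, as did the Runx1 intron 5 window, while neither Runx3 window held it in either list, nor did those at Col2a1, Prelp, Comp, Loxl1 and Serpinh1 in the normal-culture list.

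**Figure D5:**
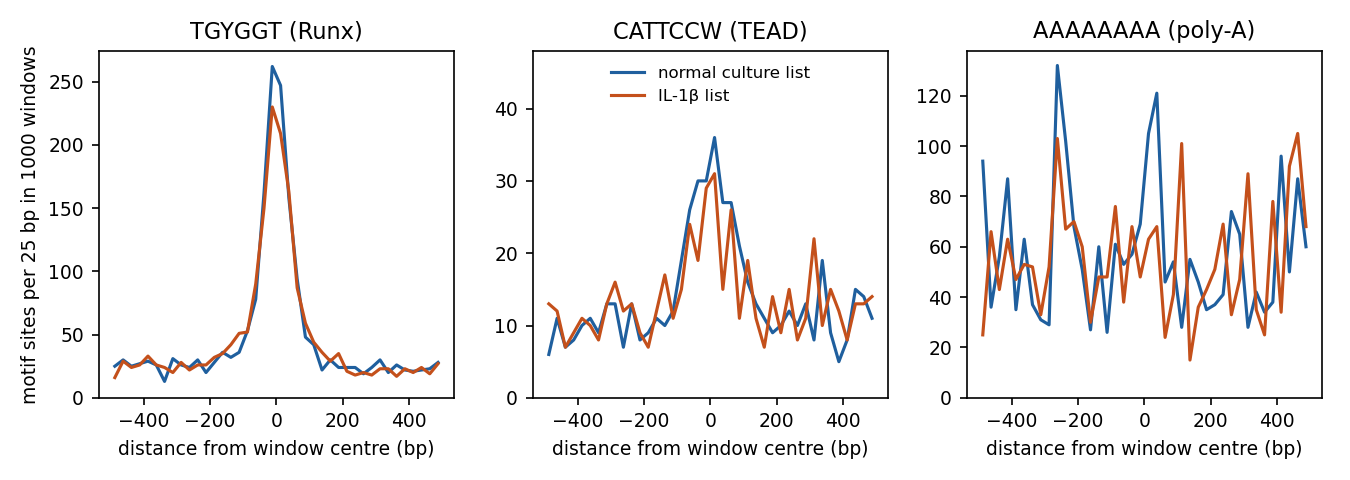
Number of motif sites per 25 bp in 1000 windows (y axis) against distance from the window centre (x axis, bp) for the Runx, TEAD and poly-A motifs, in the normal-culture and the IL-1β list. The Runx motif rises at the centre of the windows of both lists.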

Values the study reported

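The study reported 37,163 peaks of Runx2-FLAG in primary chondrocytes and 14,571 in inflamed chondrocytes that passed its calling criteria. About 24% of all its peaks lay within 500 bp of a TSS.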

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

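Chosen only after the data were seen were the 500 highest-ranked windows, the single-copy windows, the GENCODE M1 genes, the matching on gene territory, the nearest start among the deposited transcripts of both lists, and the Runx motif and the overlap without GENCODE M1 promoter windows. The alternatives of the 1000 highest-ranked windows and of equal numbers of windows gave no other values, since each list holds 1000. Of 335 alternative values, 90 concerned the counts and shares that answer a comparison, and 60 of these stayed within counting error or 1.5 times the reported count. Shared windows were 46.1% in both lists when 50% of a window had to be covered, 59.6% and 59.7% with centres within 200 bp, 51.9% in normal culture without promoter windows (58.2% by GENCODE M1, IL-1β 53.7%), and 58.6% in both among the 500 highest-ranked. With those 500, common genes numbered 244, members found 33 and 32, and gene lists above chance in normal culture 3, as fewer windows enter, while windows within 5 kb were 18.8% in normal culture and windows with the Runx motif 66.6% and 64.2%. Gene lists above chance in IL-1β were 3, against 5, both within 50 kb of the transcript body and with matched territory, but 7 without windows within 500 bp of the deposited TSS. With GENCODE M1 the shares were 27.2% and 21.1% within 500 bp, 38.3% and 34.2% within 5 kb, and 74.6% and 73.2% within 50 kb, and the difference within 500 bp reversed to −6.1 points. With the nearest start among the deposited transcripts of both lists, which keeps their annotation, the shares in normal culture were 20.3%, 28.8% and 60.2%, those in IL-1β stayed within counting error, and the difference within 500 bp was −2.7 points; how much of the rest comes from the GENCODE M1 annotation is open. Without promoter windows the Runx motif was in 70.3% and 63.6%. The cause of the other shifts was not tested. Of 245 values for single gene lists and loci, 55 moved. The depth is unknown, so a window missing from 1 list cannot be read as absent binding.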

Other observations

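Chosen only after the result was seen were the tests of a gene table lacking transcripts, of the distances used to pick the nearest gene and of base composition at promoters. Distal Runx2 windows also held motifs of other factor families. The TEAD motif, read by effectors of Hippo signalling, was in 13.6% of distal windows in normal culture (11.3 to 16.3%) and 10.01% in IL-1β (8.11 to 12.3%), against 3.23% of flanks in both. The AP-1 motif was in 8.10% and 7.22% of distal windows, against 1.85% and 2.15% of flanks. The CTCF motif was in 2.47% and 2.41%, against 0% and 0.127%. No distal sites without Runx2 were compared, so the TEAD, AP-1 and CTCF motifs cannot be called particular to Runx2 windows. At promoters the ETS motif was in 17.3% and 14.7% of windows (flanks 1.84% and 0.948%), the SP/KLF motif in 34.9% and 29.9% (flanks 5.15% and 4.50%), and the CREB motif in 4.04% and 3.32% (flanks 0%). Flanks at 1000 bp mostly lie outside the promoter, and no other promoters were compared. These 3 motifs can therefore not be called particular to Runx2 windows. The SOX motif, in 5.6% and 5.7% of windows, was below its flanks (12.1% and 11.2%). Its deficit was larger at promoters (2.57% and 3.32%, flanks 12.9% and 11.4%) than in distal windows (6.73% and 6.34%, flanks 11.8% and 11.2%). Base composition was not tested for this motif. Sequence between a window and its flanks was not searched for it, so SOX sites near Runx2 windows are not excluded. Poly-A runs, in 4.5% and 3.2% of windows, were at or below their flanks (4.65% and 5.15%).

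The X chromosome held 6 windows in normal culture (0.6%, 0.275 to 1.303%) and 4 in IL-1β (0.4%, 0.156 to 1.02%), where it makes up 6.34% of the sequence and 4.17% of the genes. Within 500 bp of the TSS of the deposited transcript lay 14.9% of the windows of normal culture and 17.5% of those of IL-1β, and within 500 bp of a GENCODE M1 TSS 27.2% and 21.1%. The value quoted from the study above, which covers all of its peaks of both conditions, is higher than the first pair and lies between the shares of the second.

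At 128 of 596 common sites the lists gave different genes. In the normal-culture list no window had a closer transcript when distance ran to the transcript end, while 15.9% did by the transcript body. In the IL-1β list none did by the transcript body, while 15.3% did by the transcript end, so a candidate explanation is that the lists were annotated by different distances. Of 149 passed-over transcripts, the normal-culture list used 16 elsewhere (10.7%), so a gene table lacking transcripts cannot account for those 16. That share lies between the bounds of 5% and 20% written for that test, so the test does not decide on the rest. Window shifts are argued against by a ratio of median shifts of 0.870. No biological explanation was tested.

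The Runx motif was missing from 55.5% of promoter windows in normal culture and 56.4% in IL-1β. Their share with the motif still exceeded that of flanks by at least 34.4 percentage points, against 62.7 and 54.2 points in distal windows, so Runx2 may be held at part of the promoters through its own motif. In distal windows the motif was at least 4.65 times as frequent as the median other ordering of its bases. In normal culture 1 ordering, TGTGGY, was more frequent still (71.4% against 70.3%). That ordering includes TGTGGT, a form of the motif itself, so it is not a comparison free of Runx sites. At promoter windows the motif was 4.84 times as frequent as the median other ordering in both lists. None of the 59 other orderings was as frequent there. These values concern the presence of the motif at promoters, not its lower share. From distal to promoter windows the motif fell by 25.8 points in normal culture and 20.02 in IL-1β and the median ordering by 4.55 and 4.68, while the ratio of the motif to that ordering at promoters was 0.945 (95% resampling interval 0.803 to 1.18) and 1.04 (0.848 to 1.31) times the distal one. By the ratio base composition would account for the lower share at promoters and by the points for a small part of it, so it stays open, and other factors there were not tested.

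The 8 Alkbh8 windows of the IL-1β list lay on chromosome 9 between 3002123 and 3035981, with none of the normal-culture list there and none with a Runx motif. Their sequence had a median of 16 genome copies (1 to 45), so reads of repeated sequence may have produced them. Multi-copy windows numbered 14 in normal culture and 27 in IL-1β. A change of Runx2 binding at these repeats with IL-1β stays open, since each condition has 1 library.

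Whether Runx2 took up AP-1 or NF-κB sites with IL-1β was tested on the windows not shared. The AP-1 motif was in 5.57% of those of normal culture and 5.12% of those of IL-1β, a difference of −0.445 points (−3.48 to 2.57). The NF-κB motif was in 3.12% and 2.45%, a difference of −0.668 points (−2.98 to 1.59). No excess with IL-1β was seen among these windows, and the intervals leave one of up to 2.57 and 1.59 points open.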
